# Separation of the bacterial species, *Escherichia coli*, from mixed-species microbial communities for transcriptome analysis

**DOI:** 10.1186/1471-2180-11-59

**Published:** 2011-03-22

**Authors:** Dongjuan Dai, Diane Holder, Lutgarde Raskin, Chuanwu Xi

## Abstract

**Background:**

The study of bacterial species interactions in a mixed-species community can be facilitated by transcriptome analysis of one species in the community using cDNA microarray technology. However, current applications of microarrays are mostly limited to single species studies. The purpose of this study is to develop a method to separate one species, *Escherichia coli *as an example, from mixed-species communities for transcriptome analysis.

**Results:**

*E. coli *cells were separated from a dual-species (*E. coli *and *Stenotrophomonas maltophilia*) community using immuno-magnetic separation (IMS). High recovery rates of *E. coli *were achieved. The purity of *E. coli *cells was as high as 95.0% separated from suspended mixtures consisting of 1.1 - 71.3% *E. coli*, and as high as 96.0% separated from biofilms with 8.1% *E. coli *cells. Biofilms were pre-dispersed into single-cell suspensions. The reagent RNA*later *(Ambion, Austin, TX) was used during biofilm dispersion and IMS to preserve the transcriptome of *E. coli*. A microarray study and quantitative PCR confirmed that very few *E. coli *genes (only about eight out of 4,289 ORFs) exhibited a significant change in expression during dispersion and separation, indicating that transcriptional profiles of *E. coli *were well preserved.

**Conclusions:**

A method based on immuno-magnetic separation (IMS) and application of RNA*later *was developed to separate a bacterial species, *E. coli *as an example, from mixed-species communities while preserving its transcriptome. The method combined with cDNA microarray analysis should be very useful to study species interactions in mixed-species communities.

## Background

Microorganisms in natural environments rarely grow as single species, but grow as mixed species consortia in which a variety of intra- and inter-species interactions take place [1,2]. Previous studies have shown that species interactions play an important role in the development, composition, structure and function of microbial consortia in biofilms as well as in suspended growth communities [3-5]. Studies of species interactions have promoted the understanding of microbial activities in mixed-species communities [6-8].

Identification of relevant genes is an important step toward the elucidation of the molecular mechanisms of species communication. cDNA microarray technology has been widely used for mono-species cultures, but only a few cDNA microarray studies have been performed for mixed-species consortia due to broad cross hybridization among species [6,9,10]. Variable conservation of genes existed across bacterial species [11]. Non-target transcripts have been shown to cross hybridize in oligonucleotide microarray studies [12]. The problem was addressed previously by carefully selecting co-cultures consisting of one gram-negative and one gram-positive strain, so that RNA could be selectively extracted from one strain [6,9]. However, for most mixed-species communities, selective RNA extraction is not possible and a method needs to be developed in order to apply cDNA microarray technology to such communities.

Separating the target species from other community members before extracting RNA could be an approach in minimizing cross hybridization on microarrays. Immuno-magnetic separation (IMS) using magnetic force to recover target cells with paramagnetic beads and specific antibodies has been widely used [13-15]. The IMS procedure has been standardized [16]. However, isolated cells have not been considered for cDNA microarray analysis.

While the purity of recovered cells is important for microarray analysis, it was not always considered in previous studies. In addition, preserving the transcription profile of target cells during IMS is critical for downstream microarray analysis and is the most important concern addressed in this study. RNA*later *(Ambion, Austin, TX) has been used to stabilize and protect cellular RNA during sample storage. However, the effect of RNA*later *on IMS separation efficiency has not been explored previously.

This study tested and developed a method that can be used to study the transcriptome of one species in mixed-species communities, including suspended and biofilm communities. *Escherichia coli *was selected as the target species in this study and *Stenotrophomonas maltophilia *as a background species, because we are interested in the interactions between these two species when *E. coli *forms biofilms in drinking water distribution systems*. E. coli *is an important indicator of fecal contamination and is detected in some water distribution systems [17]. *S. maltophilia *is a ubiquitous species in water systems. For example, the abundance of *Stenotrophomonas *spp. was 2-6% in a pilot drinking water distribution system [18]. Isolation of both *E. coli *and *S. maltophilia *from water filtration and distribution systems [19] suggests that they share the same niches in engineered systems and that interactions between them take place in such systems.

The efficiency of IMS to separate *E. coli *from various suspended mixtures and biofilms consisting of *E. coli *and *S. maltophilia *was evaluated in this study. The recovery and purity of separated *E. coli *cells were reported. Changes in the transcription profiles of *E. coli *cells due to sample processing and cell separation were quantified by cDNA microarray analysis and quantitative PCR (qPCR) to evaluate the effectiveness of the developed method. We also discussed that the method could be applied to study other species of interest in mixed community systems and was not limited to the example species used in this study as long as a specific antibody for the target species is available.

## Results and Discussion

### Recovery rate of *E. coli*

The recovery rate of *E. coli *by immuno-magnetic separation (IMS) from a series of suspended cultures was determined first. A general antibody of *E. coli *(polyclonal anti-*E. coli *antibody (ViroStat, Portland, ME)) was used in this study. Using this antibody, the recovery rate of *E. coli *was 74.4-98.2% when separated from suspended cultures with a density up to 1.9 × 10^8 ^CFU/ml (Figure 1). However, the recovery rate dropped to 59.8% for samples with ten-fold higher cells (1.9 × 10^9 ^CFU/ml), which may have exceeded the capacity of separation columns used in IMS (Figure 1). Therefore, *E. coli *cell densities in samples were adjusted to less than 2 × 10^8 ^CFU/ml for subsequent IMS.

**Figure 1:**
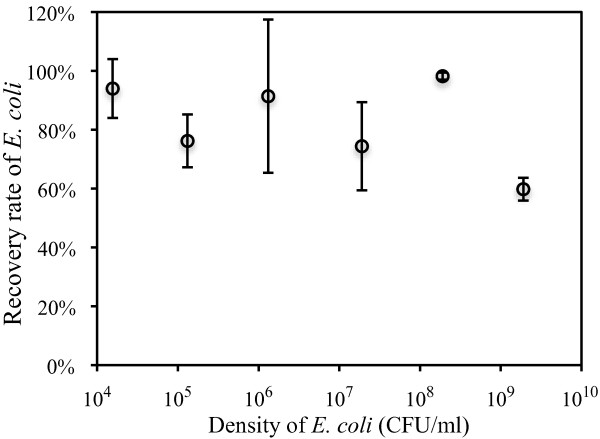
**Recovery rates of *E. coli *cells after immuno-magnetic separation**. Recovery rates of *E. coli *cells after one-step IMS from suspensions of *E. coli *with densities adjusted from approximately 10^4 ^to 10^9 ^CFU/ml. Error bars indicate standard deviations of triplicate plate counts.

Determining the recovery rate of target species is important when IMS is used to separate target species for subsequent cDNA microarray analysis. High recovery rates yield sufficient cells for RNA extraction, especially for low-abundance target species or when limited sample amounts are available. High recovery rates of *E. coli *were achieved from samples with a wide range of cell densities (10^4^-10^8 ^CFU/ml). The recovery rates observed in this study were generally higher than those reported previously (53-82%) [20-22].

### Purity of *E. coli *separated from dual-species cultures

Suspended mixtures containing 0.7-71.3% *E. coli *cells (10^4^-10^6 ^CFU/ml *E. coli *and 10^5^-10^8 ^CFU/ml *S. maltophilia*) were used to evaluate IMS for separating and purifying *E. coli *cells from various communities. One-step IMS enriched *E. coli *cells to a purity of over 95% from mixtures with 38.3-71.3% *E. coli *cells (Figure 2A). But the purity of *E. coli *cells after one-step IMS was too low to be acceptable (32.1-52.8%) when separated from mixtures containing less *E. coli *cells (0.7-13.4%) (Figure 2A). Therefore, a second IMS was performed and *E. coli *cells were successfully enriched to a high purity of 95.9% from mixtures containing as little as 1.1% *E. coli *cells (Figure 2A).

**Figure 2:**
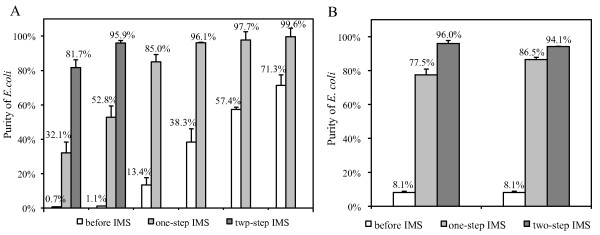
**Purity of *E. coli *cells before and after separation from suspended mixtures and biofilms**. Purity of *E. coli *cells before and after one- or two-step IMS from (A) suspended mixtures and (B) biofilms of *E. coli *and *S. maltophilia *cells. Suspended mixtures were prepared by mixing suspended *E. coli *cells (10^4^-10^6 ^CFU/ml) with *S. maltophilia *cells (10^5^-10^8 ^CFU/ml). Biofilms were scraped from a flow-cell system and dispersed into suspensions of single cells (*E. coli *2.3 × 10^6 ^CFU/ml, *S. maltophilia *2.6 × 10^7 ^CFU/ml). Two independent IMS experiments were performed for aliquots of dispersed biofilms. Error bars indicate standard deviations of two or three replicate plate counts.

Previous studies did not report whether other species, such as *S. maltophilia*, would bind to the anti-*E. coli *antibody [21-23]. The high purity of *E. coli *obtained by one- or two-step IMS (> 95%) (Figure 2A) suggested that cross-reactivity, if there was any, was not a concern. Low purity of *E. coli *(32.1-52.8%) obtained from mixtures with small percentages of *E. coli *(0.7-13.4%) was a result of a small fraction (1%) of *S. maltophilia *cells accumulation in the LS columns, in which magnetically labeled *E. coli *cells were held during washing. When *S. maltophilia *was dominant in samples (e.g., *S. maltophilia *> 90% and *E. coli *< 10%), the relatively low accumulation of *S. maltophilia *(1%) yielded high number of *S. maltophilia *cells in absolute terms, resulting in low purity of *E. coli *after IMS. However, since the accumulated *S. maltophilia *cells were not actually bound to the anti-*E. coli *antibody, they were removed during the second IMS, resulting in highly purified *E. coli *cells (Figure 2A).

Real dual-species biofilms harvested from flow cell systems were used to investigate whether IMS could also separate *E. coli *from biofilms. The biofilm matrix was homogenized to disperse cell aggregates into a suspension of single cells before IMS. Two independent separations were performed for aliquots of dispersed biofilms. Two-step IMS was able to enrich *E. coli *to around 95% from biofilms containing only 8.1% *E. coli *(2.3 × 10^6 ^CFU/ml *E. coli *and 2.6 × 10^7 ^CFU/ml *S. maltophilia*) (Figure 2B). The results demonstrated the feasibility of using IMS to separate *E. coli *cells from biofilms.

It is important to obtain target cells in high purity from mixed species communities for subsequent cDNA microarray analysis in order to effectively limit cross hybridization. The results showed that a high purity of *E. coli *cells could be obtained by IMS from different mixed-species communities (suspensions or biofilms) with various amounts of *E. coli *cells (0.7-71.3%).

### Preservation of RNA integrity during cell separation

Preserving RNA integrity during IMS is critical when collected cells are used for subsequent cDNA microarray analysis. RNA*later *(Ambion, Austin, TX) has been used widely to preserve RNA in bacterial cells, but the impact of RNA*later *on IMS performance was unknown. The recovery rate of *E. coli *dropped to 1% if cells remained in RNA*later *during the complete IMS procedure. This may be the result of antibody denaturing by the global protein denaturing reagents present in RNA*later*. Alternative products, such as RNAprotect (Qiagen, Germantown, MD), contain similar denaturing reagents and are expected to show similarly reduced recoveries.

In order to overcome this problem, RNA*later *was removed during some steps of the IMS procedure. Samples were stored in RNA*later *at 4°C overnight to allow the reagent to penetrate into bacterial cells and to stabilize intracellular RNA. RNA*later *was then removed and bacterial cells were resuspended in separation buffer just before incubation with antibody and microbeads. One-step IMS enriched *E. coli *to a similar level as shown in Figure 2A and removed over 99% of *S. maltophilia *cells (data not shown). The results confirmed that the modified protocol did not affect the recovery and purity of *E. coli *processed by IMS.

Pre-stabilization in RNA*later*, quick sample processing (~30 min), low working temperature (4°C), and maintaining an RNAase-free environment were combined to limit RNA degradation during IMS, since RNA*later *had to be removed during some steps of the IMS procedure. The effectiveness of these strategies in preserving the integrity of RNA was confirmed by observing, using agarose gel electrophoresis, high quality RNA extracted from cells treated with the IMS procedure (data not shown).

### Impact of cell separation on *E. coli *transcription profiles

To evaluate whether gene expression profiles were changed during sample processing (biofilm dispersion) and IMS cell sorting, cDNA microarray analysis was used to compare gene expressions of *E. coli *cells without dispersion and IMS (unsorted cells) and with dispersion and IMS (sorted cells). 

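Sorted and unsorted cells of the same culture were compared on 4 slides, with 2 slides for each of 2 independently grown cultures of 7 days. Culture 1 was taken as microarray study I and culture 2 as microarray study II from their shared numbering. A slide carries both cell preparations at once, each labelled with a different dye, so the measurement is a log2 ratio of sorted over unsorted cells for each spot. The slides of a culture come from the same pair of RNA samples, so there are 2 biological replicates. The authors deposited the spot intensities as TIGR Spotfinder gives them, after local background subtraction and before normalization, together with a table of their own LOWESS-normalized log2 ratios. The intensities were normalized within each slide by LOWESS with a span of 0.4 and 3 iterations, and spots with a QC value above 0.1 and flag A, B or C in both channels were kept. Medians of the background-subtracted signal were taken over K-12 spots with a positive signal. On the slides of culture 1 the median was 2812 and 3617 in channel A and 2834 and 3661 in channel B. On the slides of culture 2 it was 1889 and 1864 in channel A and 1484 and 714 in channel B. The dyes are recorded as swapped between the cultures, with sorted cells in Cy5 in culture 1 and in Cy3 in culture 2. The intensity files do not name the dye of either channel. Channel B was read as Cy5 on every slide, which turns culture 2 to channel A over channel B, as in the deposited table. The paper's study II fold changes run as channel B over channel A. Because the direction of culture 2 is not settled by the files, main results that combine the cultures are given in both directions, and the second was added after seeing the data. Directions in study I are the same under both readings.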

To eliminate the possible impact of any non-target RNA (from the small amount (< 5%) of *S. maltophilia *cells remaining in enriched collections), pure cultures of *E. coli *rather than dual-species mixtures were used to study changes in transcription profile of *E. coli *due to cell separation. To this end, pure cultures of *E. coli *were processed using the same procedure used for dual-species biofilm treatment, including cell dispersion and IMS.

Differentially expressed genes were identified based on fold-change and statistical significance compared to the control (Figure 3) [24]. 

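In microarray study I, 53 of the 3463 K-12 genes with enough spots had a mean log2 ratio of at least 1 in size, 33 of them higher and 20 lower in sorted cells. In microarray study II, 238 of 3310 genes passed the same limit, 136 with channel B brighter and 102 with channel A brighter. These counts come from a single culture each and have no biological replicate behind them. Spots of a gene varied more in study II, with a median SD of 0.89 on the log2 scale against 0.30 in study I. Print-tip loess lowered the study II count to 110 genes, and normexp background correction raised the study I count to 187. Without slide 1 of culture 1 the study I count was 144. Over both cultures, limma with Benjamini-Hochberg adjustment called 0 of 3223 genes at an adjusted p under 0.05 and a 2-fold change when culture 2 was turned by the recorded dyes. At an unadjusted p under 0.05 and the same fold change there were 10 genes. With culture 2 taken as channel B over channel A, the same test called 55 genes, of which 31 were higher and 24 lower, with the same standard error of 0.25 for every gene. A gene's own spread between the cultures thus had no part in its p-value. The fold-change limit alone set the count of 55. In that direction the count was 126 with normexp background correction and 24 under print-tip loess. It was 0 with the deposited table, without slide 1 of either culture, and with limma treat against 2-fold.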

Only 10 and 45 of the 4,289 ORFs exhibited differential expression in two independent microarray studies I and II, respectively (each microarray study was performed with two technical replicates of microarray slides and each microarray slide had three built-in replicates). A complete list of the differentially expressed genes is provided in Additional File 1: Full list of genes differentially expressed in sorted *E. coli *cells. 

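Of the 10 genes listed for study I, 9 had enough spots, and all 9 had a log2 ratio of at least 1 in size with the listed sign. Their median size was 1.54 on the log2 scale, and that of the listed values was 1.43. Of the 45 genes listed for study II, 41 could be measured and 38 passed 2-fold. The median size of these 41 was 1.56, and that of the listed values was 1.54. All 41 had the listed sign as channel B over channel A, and 0 of 41 had it when culture 2 was turned by the recorded dyes. In the authors' deposited table, the size was within 0.1 of the listed value on the log2 scale for 10 of 10 genes in study I and for 40 of 41 in study II, while the sign was the listed one for 10 genes in study I and for 0 in study II.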

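With culture 2 turned by the recorded dyes, 3 genes passed 2-fold the same way in both studies and 18 passed in opposite ways. With culture 2 as channel B over channel A the counts exchange, to 18 the same way and 3 in opposite ways. By the recorded dyes, the count the same way was 13 without slide 1 of culture 1 and 0 without slide 2 of culture 1. The Table 1 genes *tldD*, *ansP*, *ydhB*, *yhhN*, *ygeV*, *flhE* and *yicG* are 7 of those 18. In study I the log2 ratio was 1.54 for *tldD* and 1.40 for *ansP*, and it was -1.09 for *ydhB*, -1.16 for *yhhN*, -1.70 for *ygeV*, -1.15 for *flhE* and -1.60 for *yicG*. The gene *proW* had no passing spot on slide 2 of culture 1 and so no study I value. Over 3223 genes, the log2 ratios of the studies correlated at r = -0.49 (Spearman -0.52) by the recorded dyes, and at r = 0.49 as channel B over channel A. Genes are not independent replicates, so this describes these cultures.

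**Figure D1:**
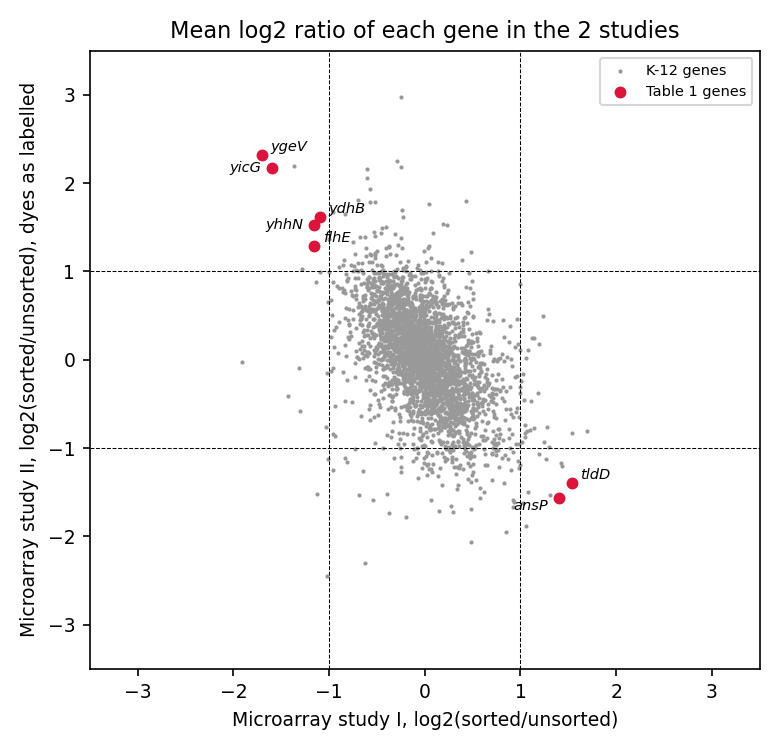
Mean log2(sorted/unsorted) of 3223 K-12 genes in microarray study I (horizontal axis) and study II (vertical axis, with culture 2 turned by the recorded dyes); each grey point is a gene, red points are the 7 Table 1 genes with values in both studies, and dashed lines mark a log2 ratio of 1 and -1. The points run from upper left to lower right (r = -0.49), and taking culture 2 as channel B over channel A would mirror the vertical axis.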

Only eight of these genes showed consistent changes in both of the independent microarray studies (Table 1), with three genes up-regulated and five genes down-regulated in sorted *E. coli *cells in comparison to unsorted *E. coli *cells. The fold-change of gene expression ranged from 2.7 to -4.6 (Table 1). 

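In study II the size of the log2 ratio of the Table 1 genes ran from 1.17 for *proW* to 2.32 for *ygeV*. As channel B over channel A, the fold change was 2.63 for *tldD*, 2.24 for *proW* and 2.95 for *ansP*, and it was -3.06 for *ydhB*, -2.88 for *yhhN*, -4.98 for *ygeV*, -2.44 for *flhE* and -4.50 for *yicG*. By the recorded dyes each of these signs is the opposite. The SD over spots in study II was between 0.66 and 0.94 on the log2 scale for these genes. The order depended on the normalization, since *yicG* was larger than *ygeV* under print-tip loess, at 2.02 against 1.77. For the 7 genes with values in both studies, the limma adjusted p over both cultures was 1.00 for each by the recorded dyes. As channel B over channel A it ran from 3.04e-12 for *ygeV* to 1.09e-04 for *flhE*, with the same standard error of 0.25 for every gene. It therefore ranks these genes by their mean log2 ratio only and does not measure a gene's own spread between the cultures.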

Differential expression of the eight genes in sorted and unsorted *E. coli *cells, as identified by the cDNA microarray analysis, was verified with qPCR using the 16S rRNA gene as a housekeeping gene. Seven out of the eight genes showed the same trend of differential expression (up-regulated or down-regulated in sorted cells) as revealed by the cDNA microarray analysis (Table 1). Moreover, the qPCR results indicated that five out of the eight genes exhibited less than two-fold change in sorted/unsorted cells. It suggested that the actual number of genes affected by the performance of IMS sorting may be even less than eight. It further confirmed the effectiveness in preserving the transcriptome of *E. coli *cells by the method developed in this study.

**Figure 3:**
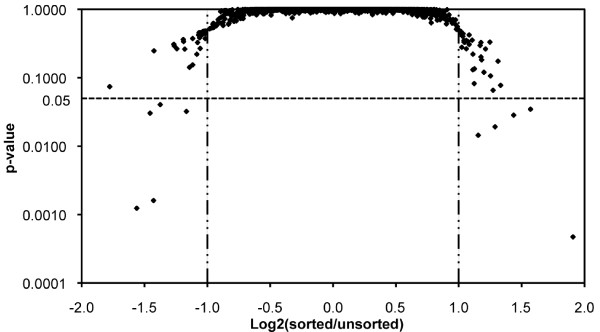
**Plot of gene expression of sorted/unsorted cells**. Plot of one-sample T-test p-values with fold-change in gene expression for all ORFs in microarray study I. Vertical lines show the cutoff of fold-change of 2 (Log_2 _ratio of ± 1), while the horizontal line shows the cutoff of p-value 0.05. Genes located in the left-bottom corner (Log_2 _ratio <-1 and p-value <0.05) and in the right-bottom corner (Log_2 _ratio >1 and p-value <0.05) were considered to have their expressions changed due to dispersion/homogenization and IMS (immuno-magnetic separation) cell sorting. A total of ten genes were selected using these criteria, eight of which also differentially expressed in the independent microarray study II.

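The methods' t-test over spots was run on the same values in the forms that the paper describes. One-tailed against a fold change of 2 and without adjustment, 8 genes passed in study I and 26 in study II. Among those that passed were 5 of the 10 genes listed for study I and 13 of the 45 listed for study II. With the Holm correction that the methods name, 0 genes passed in either study in this form. Tested two-sided against no change, with a 2-fold change and Holm correction, 1 gene passed in study I and 0 in study II. Without adjustment, the two-sided form gave 47 and 177 genes, with 9 and 33 of the listed genes among them. When print-tip loess was combined with the one-tailed unadjusted form, a combination chosen after seeing the data, 10 genes passed in study I and 39 in study II, with 8 and 36 of the listed genes among them, and 6 genes passed in both, all with opposite signs by the recorded dyes.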

**Table 1:** Genes identified as differentially expressed^# ^between IMS sorted *E. coli *cells versus unsorted *E. coli *cells* by the method of cDNA microarray and their differential expression confirmed with another method of qPCR

		Fold-change of expression (sorted/unsorted)			
Gene	Locus Tag			qPCR (sorted/unsorted)	Annotation^⊕^
		Microarray study I	Microarray study II		
*tldD*	b3244	2.7 ± 1.4^Ψ^	2.7 ± 1.4	1.1 (0.8, 1.48)^&^	Predicted peptidase
*proW*	b2678	2.4 ± 1.1	3.3 ± 1.3	-1.6 (-1.1, -2.3)	Glycine betaine transporter subunit
*ansP*	b1453	2.2 ± 1.1	2.5 ± 1.1	1.2 (0.9, 1.48)	*L*-asparagine transporter

*ydhB*	b1659	-2.2 ± 1.1	-2.9 ± 1.2	-5.0 (-4.4, -5.7)	Predicted DNA-binding transcriptional regulator
*yhhN*	b3468	-2.6 ± 1.3	-3.1 ± 1.2	-3.1 (-2.8, -3.4)	Conserved inner membrane protein
*ygeV*	b2869	-2.7 ± 1.1	-3.3 ± 1.4	-1.6 (-1.4, -1.7)	Predicted DNA-binding transcriptional regulator
*flhE*	b1878	-2.7 ± 1.2	-3.2 ± 1.2	-1.8 (-1.7, -2.0)	Conserved protein
*yicG*	b3646	-3.0 ± 1.2	-4.6 ± 1.3	-3.7 (-3.3, -4.1)	Conserved inner membrane protein

**^#^**Fold-changes of gene expression were significantly different from 2, with one-tail t-tests performed (p < 0.05).

*Sorted *E. coli *cells: *E. coli *cells treated with dispersion/homogenization and IMS cell sorting after pre-stored in RNA*later*; Unsorted *E. coli *cells: *E. coli *cells continuously stored in RNA*later *without any treatment.

^⊕^Annotations are updated according to records of *E. coli *K-12 MG1655 in NCBI Entrenz Gene Database.

^Ψ^Mean ± geometric standard deviation from two replicate slides, with three built-in replicates in each slide; positive and negative values indicate up- and down-regulation, respectively, in dispersed and IMS sorted cells. Geometric standard deviation is 2^SD^, where SD is standard deviation of log_2 _transformation of fold-change.

^&^Mean of the fold change in gene expression from four replicates (ranges of fold change are given in parentheses), positive and negative values indicate up- and down- regulation, respectively, in dispersed and IMS sorted cells quantified by the method of qPCR.

This study developed and evaluated a method that can be used to study the transcriptome of one species in mixed-species communities, including suspended cultures and biofilms. It was not surprising to find some genes with changed expression after several treatment steps, i.e., cell homogenization/dispersion, re-suspension in buffer, and IMS cell sorting. However, the number of differentially expressed genes was very low (eight genes correspond to 0.2% of the 4,289 ORFs). 

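As a share of the 3223 K-12 genes measured in both studies, 0.0931% passed 2-fold the same way by the recorded dyes and 0.558% in opposite ways. As channel B over channel A, the direction of the paper's study II values, these exchange, to 0.558% the same way. Without slide 1 of culture 1, 13 genes passed the same way by the recorded dyes, in place of 3. Within 2-fold lay 98.5% of genes in study I and 92.8% in study II. By slide this share was 98.7% and 95.7% in culture 1 and 88.7% and 89.0% in culture 2. Print-tip loess raised the study II share to 96.7%.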

We further searched in the literature whether the eight differentially expressed genes were involved in species interactions or biofilm formation, since this method was specifically developed to identify genes involved in bacterial species interactions in mixed-species communities, including in biofilm communities. None of the eight genes has been shown to be involved in bacterial species interactions. With regard to biofilm formation, only one of the eight genes, *flhE*, showed a potential effect on biofilm formation by *Salmonella typhimurium *in one study [25]. Thus, it can be concluded that transcription profiles of enriched *E. coli *cells were well preserved during IMS and the use of IMS to separate *E. coli *showed no obvious adverse effects for future applications of this method to study species interactions, including in biofilms.

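The SD of the log2 ratios over genes was 0.37 in study I and 0.56 in study II. Slides of the same culture correlated across genes at r = 0.63 in culture 1 and r = 0.64 in culture 2. Among 7 gene sets fixed before the data were examined, cameraPR called 1 set over both cultures, the ribosomal protein genes, whose mean log2 ratio over 54 genes was 0.20 (adjusted p = 6.40e-06). The fry test, which uses the spread between the cultures, did not call it (adjusted p = 0.896). The mean was 0.40 in study I and 0.01 in study II, so study I carried it. The cold shock, heat shock, osmotic stress, oxidative stress, SOS and flagella sets had adjusted p between 0.804 and 0.933 by cameraPR. With culture 2 as channel B over channel A, the ribosomal set was again the only one called by cameraPR (adjusted p = 0.0144). Fry again did not call it (adjusted p = 0.510). In that direction the other sets had cameraPR adjusted p between 0.193 for flagella and 0.726. The mean log2 ratio of the osmotic stress, SOS and flagella sets turned from positive to negative, at -0.19, -0.06 and -0.17. From the low number of differentially expressed genes, qPCR of the Table 1 genes and a literature search on them, the paper concludes that the transcription profiles were well preserved.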

## Conclusions

Good recovery, high purity and preserved transcription profiles of *E. coli*, which was used as an example species, indicate that the method developed in this study can be used to study transcription profiles of *E. coli *in a mixed community with *S. maltophilia*. Although *S. maltophilia *was used as the background species in this study, this method can be used to remove other background species that exhibit little cross binding with the antibody used, even if the background species would be phylogenetically closer to *E. coli *than *S. maltophilia*. Similarly high recoveries and purities of *E. coli *were achieved when sorted from mixtures of *E. coli *and a *Salmonella *species (Dr. Matthew Chapman, personal communication). In addition, the method should not be limited to studies of *E. coli*, and it can be applied to study other species of interest for which specific antibodies are available. While antibody dosage and homogenization intensity need to be determined when separating other species of interest, the basics of the method presented here can be applied to other communities. The applicability of the method to study real mixed-species communities has been tested by our recent study in identifying genes of *E. coli *involved in interactions with *S. maltophilia *(manuscript in preparation). Gene identification of species interactions can lead to further our understanding of mechanisms of species interactions as shown by previous studies [9]. The method developed here thus has the potential to contribute to studies in which understanding the mechanisms of species interactions is an important component.

## Methods

### Bacterial strains and suspended mixtures

Overnight cultures of *E. coli *K-12 PHL644/pMP4655 (carrying a *gfp *gene under the control of a constitutive promoter) and *S. maltophilia*/pBPF-mCherry were grown in Luria-Bertani (LB) broth supplemented with tetracycline (80 μg/ml) or gentamicin (20 μg/ml) at 34°C with continuous shaking (200 rpm). Cells were pelleted by centrifugation (3,300 × g, 4°C, 3 min), re-suspended, and diluted in 1× phosphate buffered saline (PBS, pH 7.4) supplied with 0.5% bovine serum albumin (BSA) (Pierce, Rockford, IL). A series of artificial mixtures of *E. coli *and *S. maltophilia *were prepared by mixing the PBS re-suspended and diluted *E. coli *and *S. maltophilia *cells at different ratios.

Biofilms were cultivated on the inner surface of silicon tubing (Cole-Parmer, Vernon Hills, IL) in flow cell systems as described previously [26]. Briefly, a flow cell system was assembled, sterilized, and conditioned by running 0.1× LB broth (10-fold diluted LB broth, 1 ml/min) at room temperature (20-25°C). Operation was paused for one hour to allow inoculation with *S. maltophilia *and *E. coli *mixed at a ratio of 1:1. After three days of growth, biofilms were scraped into 1× PBS and pre-homogenized on ice using a homogenizer (OMNI TH, Marietta, GA) set at the lowest speed for 30 seconds. Biofilms were further dispersed into single cells using the same homogenizer set at the maximum speed for two minutes. Over 99% of bacterial cells in the biofilm matrix were dispersed into single cells. The dispersed biofilm cells were then diluted in 1× PBS (with 0.5% BSA) for IMS.

### Immuno-magnetic separation

One milliliter of samples was incubated with 10 μl anti-*E. coli *antibody (ViroStat, Portland, ME) for 10 min with gentle shaking. Bacterial cells were pelleted by centrifugation (3,300 × g, 4°C, 3 min) and re-suspended in 100 μl separating buffer (1× PBS, 0.5% BSA, 2 mM EDTA, pH 7.4) (EDTA: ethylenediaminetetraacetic acid). 10 μl streptavidin microbeads (Miltenyi Biotec, Auburn, CA) were added and incubated at 4°C in the dark for 10 min. Separation of *E. coli *cells was performed in LS columns and a midi MACS^® ^separator (Miltenyi Biotech, Auburn, CA) following the protocol provided by the manufacturer, except that one more washing step was added to remove more *S. maltophilia *cells. In a two-step IMS, enriched cells from the first step IMS were directly transferred into a new LS column for the second separation. Densities of *E. coli *and *S. maltophilia *cells in samples and IMS enriched collections were measured using a plate-counting method with selective agar. Cell densities were used to calculate recovery and purity of *E. coli *after IMS.

The protocol was amended with the use of RNA*later *when enriched cells were used for microarray study. Bacterial cells were re-suspended in RNA*later *rather than PBS after sample collection and kept at 4°C overnight, followed by homogenization. RNA*later *was removed and cells were re-suspended in separating buffer just before IMS. During column separation, the buffer was additionally supplied with 10% (v/v) RNA*later*. Enriched cells were immediately stored in RNA*later*. The whole procedure was performed at 4°C. All buffers, reagents, and pipette tips were nuclease-free and pre-cooled.

### Microarray study

Pure *E. coli *cultures were used to evaluate the effect of separation on the transcriptome by microarray analysis. Suspended *E. coli *cultures were harvested from an annular reactor (1320 LJ, BioSurface Technologies, Bozeman, MT), supplied with 0.1× LB broth (100 ml/h) for 7 days after inoculation. Aggregates were removed from broth cultures by filtration (5.0 μm Millipore, Billerica, MA). Suspended *E. coli *cells were immediately re-suspended in RNA*later *and stored at 4°C overnight. One aliquot of RNA*later *stored *E. coli *cells served as the control ("unsorted" cells) and was kept in RNA*later *without further treatment. The other aliquot was treated to acquire "sorted" cells as described above using the amended protocol. Samples collected independently from a second annular reactor served as a biological replicate for the microarray study.

RNA*later *was removed by filtration with a membrane (0.22 μm, Millipore, Billerica, MA) from *E. coli *cells just before RNA extraction for both "unsorted" and "sorted" cell collections. RNA extraction was based on a hot SDS/phenol protocol [27]. A step of bead beating (BioSpec, Bartlesville, OK) for one minute was added to break cells, and all phenol/chloroform/isoamyl alcohol washes were performed in phase lock gels (5 Prime, Fisher Scientific, Pittsburgh, PA). DNA was removed from extracted RNA with Turbo DNase treatment (Ambion, Austin, TX) at 37°C for 30 min followed by purification with an RNeasy Mini Kit (Qiagen, Germantown, MD). The quality of RNA was examined by gel electrophoresis using E-gel with SYBR Safer (Invitrogen, Carlsbad, CA). High quality RNA was further re-precipitated, concentrated, and stored at -80°C.

RNA was reverse transcribed into cDNA using random hexamers (pd(N)_6_) (GE Healthcare, Piscataway, NJ) and labeled with Amersham CyDye Post-Labeling Reactive Dye (Amersham Biosciences, Piscataway, NJ) following the protocol provided by the Amino Allyl cDNA Labeling Kit (Ambion, Austin, TX). The quantity and labeling efficiency of cDNA was measured using a NanoDrop Spectrophotometer (ND-1000, Thermo Scientific, Wilmington, DE).

Microarray slides for *E. coli *were purchased from the University of Alberta (Edmonton, AB, Canada). Each slide contained three replicates of 5,978 70-mer oligonucleotides representing three *E. coli *strains (4,289 of them were for *E. coli *K-12). 

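After leaving out control spots, 4021 names remain, of which 3770 could be matched to a K-12 locus tag through the symbols and older symbols of assembly ASM584v2. Of these, 3701 are in the authors' deposited table. After leaving out 28 names that share a locus with another name and 24 names on more than 1 oligonucleotide, 3649 K-12 genes were analysed, each with 3 spots per slide. On slide 2 of culture 2 the column of names is out of step with the grid positions, so names were taken by grid position from the other slides.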

Sample preparation and loading, slide prehybridization, hybridization and washing were performed according to Corning protocols (GAPS II coated slides, Corning Inc., Lowell, MA). An extended 4-h prehybridization using a higher BSA concentration (1 mg/ml) was found to perform best in reducing background noise. Hybridization was in a Corning Microarray Hybridization Chamber (Corning Inc.) in 42°C water bath.

Microarray slides were scanned with a Virtek ChipReader (Virtek Vision, Waterloo, ON, Canada). Spots on scanned images were recognized and pixel intensity for each spot was quantified using the TIGR software Spotfinder (v3.1.1). Gene expression data were analyzed in the software Acuity 4.0 (Molecular Devices, Sunnyvale, CA). LOWESS normalization was performed for every microarray with three iterations using a smoothing factor of 0.4. Hybridized spots with oligonucleotides for strain *E. coli *K-12 having a high QC (quality control) value (> 0.1), good flag tags (A, B and C) in both Cy3/Cy5 channels were chosen for further analysis. 

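The filter kept 94.5% and 91.0% of the K-12 spots on the slides of culture 1 and 88.8% and 85.0% on those of culture 2. Normalized log ratios changed across the slides. The median over the 48 blocks of a slide ran from -0.51 to 0.45 and from -0.997 to 0.496 on the slides of culture 1, and from -1.84 to 0.90 and from -1.68 to 1.91 on those of culture 2, as channel B over channel A. A gene's spots lie in different parts of the slide, so this gradient enters the SD over its spots.

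**Figure D2:**
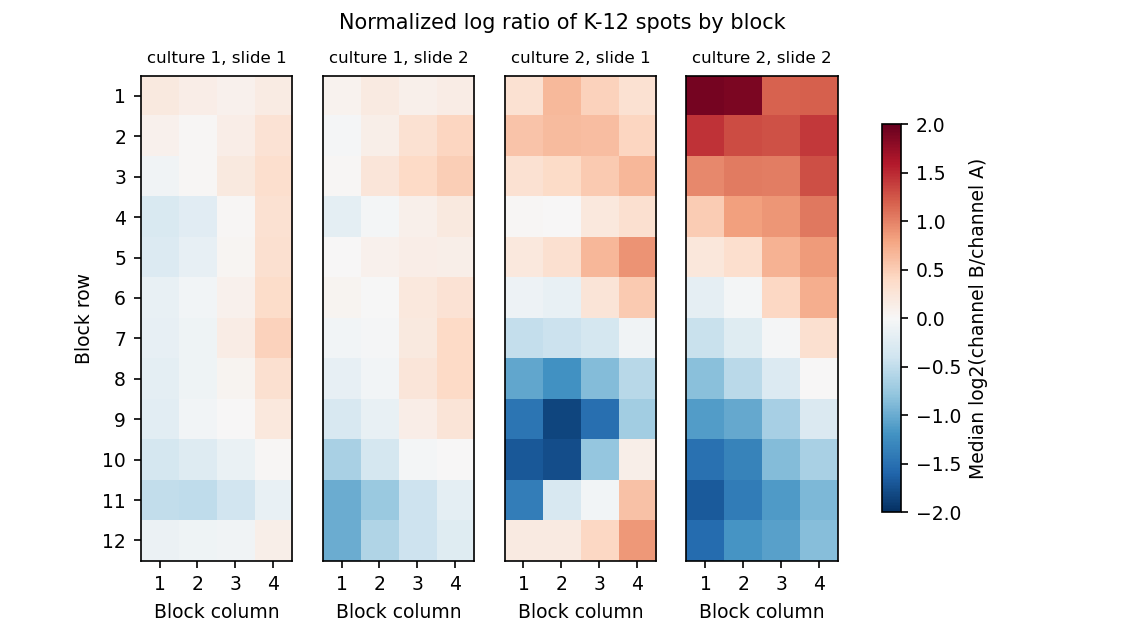
Median normalized log2(channel B/channel A) of the K-12 spots in each block, by block row (vertical axis) and block column (horizontal axis) for the 4 slides; colour gives the median from -2 (blue) to 2 (red). The slides of culture 2 reach from -1.84 to 1.91, a wider range than those of culture 1.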

One sample t-tests were performed across replicates. Step-down Bonferroni-Holm was used for the correction of multiple hypotheses testing. Genes with at least two-fold change in expression (p-value < 0.05) were considered to have changed expression during sample dispersion and IMS. Microarray data were deposited in NCBI Gene Expression Omnibus database (GSE22885).

### Quantitative PCR (qPCR)

Primers for qPCR confirmation of the differential expression of eight identified genes in Table 1 are listed in Additional File 2: qPCR primers for nine tested genes. The primers were designed using the software Primer Premier (Palo Alto, CA) and synthesized by Integrated DNA Technologies (Coralville, IA). Annealing temperatures and qPCR efficiency were optimized with PCR products using *E. coli *genomic DNA as template. The 16S rRNA gene was selected as the housekeeping gene. The amplification efficiency for target genes was near 100% and within 5% of the housekeeping gene of 16S rRNA. Total RNA from sorted and unsorted *E. coli *cells were reverse transcribed to cDNA using a reverse transcription kit (Applied Biosystems, Carlsbad, CA). cDNA was diluted 10- and 100-fold and 1 μl was assembled for qPCR reactions using the SYBR Green PCR Master Mix (Applied Biosystems, Carlsbad, CA). Differential expression of the same gene in sorted and unsorted *E. coli *was calculated with the ΔΔCt method from four replicates. The PCR program included a cycle of 95°C for 10 min, 35 cycles of 30 seconds at 94°C, 30 seconds at the optimized annealing temperature for each set of specific primers and 30 seconds at 72°C, and a melting curve analysis from 60°C to 95°C at the end.

## Authors' contributions

DD carried out experimental studies and data analysis, participated in the design of the study, and drafted the manuscript. DH was involved in microarray data analysis and revising the manuscript. LR participated in the design of the study and revising the manuscript. CX conceived of the study, participated in its design and coordination, and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Full list of genes differentially expressed in sorted *E. coli *cells**. Full list of genes of *E. coli *differentially expressed in IMS sorted *E. coli *cells versus unsorted *E. coli *cells in two independent microarray studies I and II. Click here for file

Additional file 2 **qPCR primers for nine tested genes**. List of primers and their optimized annealing temperatures used in qPCR to confirm differential expression in IMS sorted versus unsorted *E. coli *cells. Click here for file

# Supplementary material for: Separation of the bacterial species, Escherichia coli, from mixed-species microbial communities for transcriptome analysis
**Source:** BMC Microbiol. 2011 Mar 22;11:59. doi: 10.1186/1471-2180-11-59
**Supplement:** Additional file 1 — Full list of genes differentially expressed in sorted E. coli cells. Full list of genes of E. coli differentially expressed in IMS sorted E. coli cells versus unsorted E. coli cells in two independent microarray studies I and II.

### Additional File 1: Full list of genes differentially expressed in sorted *E. coli* cells

Full list of genes of *E. coli* differentially expressed in IMS sorted *E. coli* cells versus unsorted *E. coli* cells in two independent microarray studies I and II

| Gene Name   | Locus Tag | Fold-change of gene expression (sorted/unsorted*) |                        | Annotation <sup>Ⓢ</sup>                                    |
|-------------|-----------|---------------------------------------------------|------------------------|------------------------------------------------------------|
|             |           | Microarray study I                                | Microarray study II    |                                                            |
| <i>tldD</i> | b3244     | 2.7 ± 1.4 <sup>ψ</sup>                            | 2.7 ± 1.4              | Predicted peptidase                                        |
| <i>proW</i> | b2678     | 2.4 ± 1.1                                         | 3.3 ± 1.3              | Glycine betaine transporter subunit                        |
| <i>ansP</i> | b1453     | 2.2 ± 1.1                                         | 2.5 ± 1.1              | <i>L</i> -asparagine transporter                           |
| <i>ydhB</i> | b1659     | -2.2 ± 1.1                                        | -2.9 ± 1.2             | Predicted DNA-binding transcriptional regulator            |
| <i>yhhN</i> | b3468     | -2.6 ± 1.3                                        | -3.1 ± 1.2             | Conserved inner membrane protein                           |
| <i>ygeV</i> | b2869     | -2.7 ± 1.1                                        | -3.3 ± 1.4             | Predicted DNA-binding transcriptional regulator            |
| <i>flhE</i> | b1878     | -2.7 ± 1.2                                        | -3.2 ± 1.2             | Conserved protein                                          |
| <i>yicG</i> | b3646     | -3.0 ± 1.2                                        | -4.6 ± 1.3             | Conserved inner membrane protein                           |
| <i>ybbO</i> | b0493     | 3.0 ± 1.5                                         | /                      | <i>L</i> -asparagine permease                              |
| <i>aslA</i> | b3801     | 3.8 ± 1.2                                         | /                      | (p)ppGpp synthetase I/GTP pyrophosphokinase)               |
| <i>yihO</i> | b3876     | /                                                 | 6.3 ± 1.4 <sup>ψ</sup> | Predicted transporter                                      |
| <i>ydaJ</i> | b1338     | /                                                 | 4.2 ± 1.4              | Predicted peptidase                                        |
| <i>mhpT</i> | b0353     | /                                                 | 4.0 ± 1.5              | Predicted 3-hydroxyphenylpropionic transporter             |
| <i>metL</i> | b3940     | /                                                 | 3.9 ± 1.5              | Fused aspartokinase II                                     |
| <i>ldcA</i> | b1192     | /                                                 | 3.6 ± 1.7              | <i>L, D</i> -carboxypeptidase A                            |
| <i>yciT</i> | b1284     | /                                                 | 3.6 ± 1.3              | Predicted DNA-binding transcriptional regulator            |
| <i>ytfB</i> | b4206     | /                                                 | 3.4 ± 1.2              | Predicted cell envelope opacity-associated protein         |
| <i>lpxD</i> | b0179     | /                                                 | 3.4 ± 1.3              | UDP-3-O-(3-hydroxymyristoyl)-glucosamine N-acyltransferase |
| <i>rbsD</i> | b3748     | /                                                 | 3.3 ± 1.2              | Glycine betaine transporter subunit                        |
| <i>arsC</i> | b3503     | /                                                 | 3.1 ± 1.3              | Predicted cytoplasmic sugar-binding protein                |
| <i>recC</i> | b2822     | /                                                 | 3.1 ± 1.4              | Exonuclease V                                              |

|             |       |   |            |                                                            |
|-------------|-------|---|------------|------------------------------------------------------------|
| <i>ydaK</i> | b1339 | / | 3.0 ± 1.4  | Putative transcriptional regulator                         |
| <i>pabA</i> | b3360 | / | 2.9 ± 1.5  | Arsenate reductase                                         |
| <i>ilvM</i> | b3769 | / | 2.9 ± 1.6  | Predicted peptidase                                        |
| <i>gpmA</i> | b0755 | / | 2.8 ± 1.4  | Acetolactate synthase II, small subunit                    |
| <i>relA</i> | b2784 | / | 2.7 ± 1.5  | Aminodeoxychorismate synthase, subunit II                  |
| <i>yciQ</i> | b1268 | / | 2.7 ± 1.2  | Phosphoglyceromutase I                                     |
| <i>uxaC</i> | b3092 | / | 2.7 ± 1.4  | DNA-binding transcriptional regulator                      |
| <i>hdfR</i> | b4480 | / | 2.6 ± 1.3  | Conserved protein                                          |
| <i>ynfH</i> | b1590 | / | 2.5 ± 1.3  | Uronate isomerase                                          |
| <i>flgF</i> | b1077 | / | 2.4 ± 1.3  | Acrylsulfatase-like enzyme                                 |
| <i>yfaE</i> | b2236 | / | -2.3 ± 1.2 | Oxidoreductase, membrane subunit                           |
| <i>ybhG</i> | b0795 | / | -2.3 ± 1.4 | Flagellar basal body rod protein                           |
| <i>actP</i> | b4067 | / | -2.4 ± 1.1 | Predicted oxidoreductase                                   |
| <i>ybcN</i> | b0547 | / | -2.4 ± 1.1 | Predicted protein                                          |
| <i>flgD</i> | b1075 | / | -2.6 ± 1.4 | Conserved inner membrane protein                           |
| <i>ybaW</i> | b0443 | / | -2.7 ± 1.3 | Putative transporter subunit                               |
| <i>pckA</i> | b3403 | / | -2.7 ± 1.2 | Part of gsp divergon involved in type II protein secretion |
| <i>fliM</i> | b1945 | / | -2.8 ± 1.5 | Fused glutathionylspermidine synthetase/amidase            |
| <i>hyfA</i> | b2481 | / | -2.9 ± 1.2 | Predicted fimbrial-like adhesin protein                    |
| <i>narH</i> | b1225 | / | -2.9 ± 1.3 | Conserved protein                                          |
| <i>yhbM</i> | b3163 | / | -3.0 ± 1.4 | Predicted DNA-binding transcriptional regulator            |
| <i>yadL</i> | b0137 | / | -3.6 ± 1.4 | Conserved inner membrane protein                           |
| <i>gsp</i>  | b2988 | / | -3.7 ± 1.1 | Nitrate reductase I, beta subunit                          |
| <i>gspB</i> | b3322 | / | -4.1 ± 1.4 | Conserved protein                                          |
| <i>yehY</i> | b2130 | / | -4.2 ± 1.2 | Predicted DNA-binding transcriptional regulator            |
| <i>ycgK</i> | b1178 | / | -6.4 ± 1.1 | Flagellar motor switch protein                             |

\*Sorted *E. coli* cells: *E. coli* cells treated with dispersion/homogenization and IMS cell sorting

after pre-stored in RNAlater; Unsorted *E. coli* cells: *E. coli* cells continuously stored in

RNA*later* without any treatment.

<sup>Ⓢ</sup>Annotations are from NCBI Entrez Gene Database, mostly limit to *E. coli* K-12 MG1655.

<sup>Ⓜ</sup>Mean  $\pm$  geometric standard deviation from six replicates (two technical replicated slides  $\times$  three built-in replicates per slide) for each gene; positive value indicates up-regulation in dispersed and IMS sorted cells, while negative value indicates down-regulation in dispersed and IMS sorted cells. Geometric standard deviation  $=2^{\text{SD}}$ , where SD is standard deviation of  $\log_2$  transformation of fold-change.

/: not differentially expressed.

# Supplementary material for: Separation of the bacterial species, Escherichia coli, from mixed-species microbial communities for transcriptome analysis
**Source:** BMC Microbiol. 2011 Mar 22;11:59. doi: 10.1186/1471-2180-11-59
**Supplement:** Additional file 2 — qPCR primers for nine tested genes. List of primers and their optimized annealing temperatures used in qPCR to confirm differential expression in IMS sorted versus unsorted E. coli cells.

## Additional File 2: qPCR primers for nine tested genes

List of primers and their optimized annealing temperatures used in qPCR to confirm differential expression in IMS sorted versus unsorted *E. coli* cells. The primers were designed using the software Primer Premier (Palo Alto, CA) and synthesized by Integrated DNA Technologies (Coralville, IA).

| Gene        | Primers (5'-3')                                           | Annealing Temperature | Source           |
|-------------|-----------------------------------------------------------|-----------------------|------------------|
| <i>tldD</i> | CTGACCGCCACCAAAGTTTCG<br>GTGAATCCTACGCCCATCTG             | 52°C                  | this study       |
| <i>proW</i> | ACTGAAGGGATCGACTGGG<br>GCTGGAAACCGTTGAGGA                 | 52°C                  | this study       |
| <i>ansP</i> | TGGCGCAGTGCTGTGAATTT<br>TCCTTGCTGCTGATGGCGTTC             | 56°C                  | this study       |
| <i>ydhB</i> | TACAGGTTGCCGATGATTC<br>GCTAAGCTGGAGTTGCGT                 | 52°C                  | this study       |
| <i>yhhN</i> | TGGCAGGTGAACTGTGGT<br>GAGCGGACGATCAGGAAG                  | 56°C                  | this study       |
| <i>ygeV</i> | CAATGCCAGGATAAACCG<br>CCGATAACTCTGCCACCG                  | 50°C                  | this study       |
| <i>flhE</i> | GCTACCAGCGTCATCAATC<br>TGTGGCAGGCAAGTAGTGT                | 50°C                  | this study       |
| <i>yicG</i> | GAGTTGTATGCCGGTGTCT<br>TGTCCTTCGTGGCTGTAGT                | 54°C                  | this study       |
| 16S RNA     | Eu338 (ACTCCTACGGGAGGCAGCAG)<br>Eu518 (ATTACCGCGGCTGCTGG) | 62°C                  | Einen et al. [1] |

1. Einen J, Thorseth IH, Ovreas L: **Enumeration of Archaea and Bacteria in seafloor basalt using real-time quantitative PCR and fluorescence microscopy.** *FEMS Microbiol Lett* 2008, **282**(2):182-187.

How the deposited data were processed for this re-analysis (not part of the article)

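RNA of sorted and unsorted E. coli cells was compared on 4 two-colour slides, 2 for each of 2 cultures. The authors deposited background-subtracted spot intensity values from TIGR Spotfinder, a quality score per spot, and a table of log2 ratios for 4222 genes that they had normalized by LOWESS. The intensities were used for every main result and the deposited log2 table as an alternative.

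R 4.3.3 and limma 3.58.1 were used. Spots without a positive intensity in both channels have no log ratio. Each slide was normalized by LOWESS (span 0.4, 3 iterations) over all spots apart from controls, and spots with QC above 0.1 and flags A, B or C were kept. A gene needed at least 3 of its 6 spots in a study, with 1 or more on each slide. The slides of a culture were averaged first, so limma was fitted to 2 cultures, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a mean log2 ratio of at least 1 in size. The methods' t-test was run over spots as an alternative, since spots of a single RNA pair are not biological replicates. Gene sets were tested by cameraPR with a preset correlation of 0.01 and by fry. The number of slides limits the precision of all values.

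The direction of culture 2 was a choice. The labels record a dye swap, and the intensity files do not say which dye each channel held. Turning culture 2 by the recorded dyes, with channel B read as Cy5 on every slide, was fixed as the main direction before results over both cultures were computed, but after it had been seen that the deposited table runs this way and that the paper's study II values have the opposite sign. While the analysis was being written, the paper's direction was for a time set as the main one, because it matched Table 1 and its qPCR directions. That was undone, since neither is a record of the dyes, and channel B over channel A on every slide is given as an alternative chosen after seeing the data. Both directions are given for the main results that combine the cultures, and for the number of limma calls under the alternatives. Other results under alternatives are by the recorded dyes; the other direction exchanges the counts of genes changed the same way and in opposite ways and reverses the sign of the correlation.

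On simulated slides with 200 genes changed by a log2 ratio of 2 in both cultures, the comparison over both cultures on 3223 genes called 173 of the 173 changed genes it could test, 0 of them with the wrong sign, and 3 unchanged genes. The simulation had no slide gradient and no probe-specific dye effect. Its spot noise was the same on every slide, near the median SD of 0.30 in study I and well under the 0.89 of study II. The spread between the cultures was scaled from the median SD over genes and may be too small. Changes near the 2-fold limit were not simulated. The result therefore does not give the power for such changes or for spots as variable as those of study II.

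Named genes are those of Table 1, aslA and ybbO, and up to 5 genes in each direction with a mean log2 ratio of at least 1 in size over both cultures and the same sign on all 4 slides. Oligonucleotides whose names could not be matched to one K-12 locus, those of other strains among them, were left out of the counts. The alternatives covered background correction, normalization, the spot filters, the minimum and summary of spots, the handling of slides, the tests, and leaving out each slide and each culture. Dim-spot filtering at the lower quartile and print-tip loess together with the methods' t-test were also added after seeing the data.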

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

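All tests in this part were chosen after the results were seen.

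The raw log2 ratio of channel B over channel A, before normalization, had a median of -1.35 on slide 2 of culture 2 and of 0.04, 0.04 and -0.16 on the other slides. Its gap to the nearest slide was 0.856 of the whole range, above Dixon's 95% critical value for 4 values; 6 measures were examined in this way, and chance passes this limit in about 1 group in 20. Channel B was dim on this slide, with a median of 714 over K-12 spots with a positive signal. Slides of both cultures were normalized separately, so a constant offset is removed from every later value, and no biological explanation was tested.

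Spots whose names were matched to no K-12 gene carried signal. They are a mixture, since 511 genes of the deposited table were matched by no name; if each has 1 probe, these are 23.4% of the 2182 probes, too few to set the median. Their median channel A signal was 75.8% of the K-12 median as a mean over the slides, while Buffer and Empty spots had a median of 0. The K-12 median is here over all K-12 spots, those without signal among them. Control spots named RNC were at 74.8% of the K-12 median. Signal on oligonucleotides of any sequence may explain this, and homology with K-12 genes stays open; these cannot be told apart, since the files give no sequences and do not say what RNC stands for. The paper restricted its analysis to K-12 oligonucleotides.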

How the results depend on the processing

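Culture 2 as channel B over channel A, alone and with each other alternative, print-tip loess combined with a test, and the dim-spot filter at the lower quartile were chosen after seeing the data; the other alternatives were set before the data were examined.

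The direction of culture 2 moved several results over both cultures. As channel B over channel A, limma called 55 genes in place of 0, genes past 2-fold the same way went from 3 to 18 and in opposite ways from 18 to 3, the correlation between the studies went from -0.49 to 0.49, and the number of Table 1 genes with opposite signs went from 7 to 0. The study II log2 ratio became 1.39 for tldD, 1.17 for proW, 1.56 for ansP, -1.61 for ydhB, -1.53 for yhhN, -2.32 for ygeV, -1.29 for flhE, -2.17 for yicG, 2.45 for yihO, 1.53 for ydaJ, 1.25 for ydjB and 1.59 for ldcA.

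As channel B over channel A, the 55 calls were all the genes with a mean log2 ratio of at least 1 in size. In that direction the limma count was also 55 with LOWESS on filtered spots only, no quality filter or the background filter. It was 126 with normexp, 33 with limma's default loess, 24 with print-tip loess and 47 with median centring. It was 39 with all 6 spots, 62 with at least 2 spots and 45 with the median of spots. With the 4 slides and culture as a random block it was 43, with slides as separate replicates 52, and with a dye term 54. The dye term separates the cultures, so the spread left in that fit is between slides of the same culture only. With channel B as Cy5 on every slide, the term corrects for no dye effect in this direction. With a slide left out the count was 0 to 46. It was 0 with the deposited table (32 unadjusted), without slide 1 of culture 1 (72 unadjusted), without slide 1 of culture 2 (67 unadjusted), with treat (8 unadjusted) and with the methods' t-test over cultures under Holm and Benjamini-Hochberg (6 unadjusted). The cause was not tested.

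By the recorded dyes, normexp background correction gave 1 limma call, 187 genes past 2-fold in study I, 5 the same way and 58 in opposite ways, with 94.6% of genes within 2-fold in study I and 89.7% in study II. Print-tip loess gave 110 genes in study II, 1 the same way and 96.7% within 2-fold in study II. The deposited value table gave 124 genes, 1 the same way and 96.5%. The lower-quartile filter gave 145 genes, 1 the same way and 93.9%. The median of spots gave 1 gene the same way, 33 in opposite ways and 90.9% within 2-fold in study II. That share was 93.6% with all 6 spots and 92.1% with at least 2 spots. The cause was not tested, except that print-tip loess removes the gradient across the slides by construction.

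The methods' t-test over spots, one-tailed against 2-fold, gave 8 genes in study I, 26 in study II, 0 the same way and 2 in opposite ways unadjusted, and 0 in each with Holm and with Benjamini-Hochberg. Two-sided against no change with a 2-fold change, it gave 0 the same way by the recorded dyes in each form; unadjusted it gave 47 genes in study I, 177 in study II and 16 in opposite ways, which are the same way as channel B over channel A; with Holm it gave 1 gene in study I and 0 in study II and in opposite ways, and with Benjamini-Hochberg 34, 0 and 0. With print-tip loess, the one-tailed unadjusted form gave 10 in study I, 39 in study II, 0 the same way and 6 in opposite ways. Over both cultures by the recorded dyes, slides with culture as a random block, as separate replicates or with a dye term each gave 0 calls. So did limma treat and the methods' t-test over cultures. Fry called 0 gene sets where cameraPR called 1.

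By the recorded dyes, leaving out each slide gave 0 to 3 limma calls, and the largest count came without slide 1 of culture 1. With a culture left out no test is possible, and the remaining culture had 53 or 238 genes past 2-fold. Leaving out slides or a culture gave 45 to 144 genes in study I, 95.7% to 98.7% of genes within 2-fold in study I and 90.3% to 92.8% in study II, 0 to 13 genes the same way, and a correlation from -0.61 to -0.33. Without slide 1 of culture 1 the study I count was 144 and the count the same way 13. No value over both cultures exists with a culture left out. The filter on spots under the local background removed almost no spot and says nothing about stability.

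The median local background was 4 to 17 on the slides, far under the median signal. Local background does not measure signal on unrelated sequences, and control spots named RNC were at 74.8% of the K-12 median, so how far brightness limits these results is not settled. No paired analysis was possible because every slide already compares both preparations of a culture.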

Differences from the paper's values

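The paper's counts required a t-test p under 0.05 as well as a 2-fold change. The main counts here used the fold change alone. The paper reports 10 differentially expressed genes in study I, and 53 genes passed 2-fold here. Of the alternatives set before the data were examined, only the methods' t-test one-tailed against 2-fold without adjustment came within 1.5 times of the paper's value, with 8 genes. Print-tip loess together with that test, chosen after seeing the values, gave 10 genes. The paper reports 45 genes in study II, and 238 passed 2-fold here. None of the alternatives set before the data were examined came within 1.5 times. Print-tip loess together with the one-tailed unadjusted test, chosen after seeing the values, gave 39. The paper lists 8 genes with the same change in both studies, and 3 passed 2-fold the same way by the recorded dyes. None of the alternatives set before the data were examined came within 1.5 times of it. With culture 2 as channel B over channel A, chosen after seeing the values, the count was 18. Print-tip loess together with the one-tailed unadjusted test, also chosen after seeing the values, gave 6 genes that passed in both studies, with the same sign as channel B over channel A and opposite signs by the recorded dyes, where 0 had the same sign.

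The paper's fold change of flhE in study I is -2.7 with a geometric SD of 1.2, and the value here was -2.22. It fell within the paper's error under normexp background correction (-2.31), print-tip loess (-2.62), the deposited value table (-2.66) and without slide 2 of culture 1 (-2.31), and not under the others that gave a value; with all 6 spots and without slide 1 of culture 1 there was no value. The paper gives 2.4 for proW in study I, which had no value here under the design; with at least 2 spots it was 2.22 and in the deposited value table 2.44.

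The signs of the paper's study II values are those of channel B over channel A, and the sizes are compared on that direction. There the other Table 1 values did not differ by more than the larger of the paper's error and the SD over spots here. That SD was mostly the larger in study II, which makes the rule wide. By the paper's error alone some would differ, such as ygeV in both studies and proW in study II. Others, such as tldD, would not. By the recorded dyes all 8 Table 1 genes had the opposite sign in study II, for example -2.63 for tldD and 4.98 for ygeV. The paper states that these genes changed the same way in both studies.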

Other observations

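What the neighbouring-gene comparison would show was written before its first run; the reported version followed that run, and its intervals and print-tip version were added after its values were seen. The tests of print-tip position, dim spots, probes matched to no K-12 gene and their K-12 share, qPCR directions and the slide gradient were chosen afterwards.

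The log ratio of channel B over channel A correlated between the cultures across genes, and all measured genes of Additional File 1 had the listed sign in that direction. A recorded dye swap predicts this for probe-specific dye effects, and a swap recorded the wrong way round, or not carried out, predicts it for a change in sorted cells. Position on the slide does not account for all of it, since the correlation by the recorded dyes was still -0.39 after print-tip loess, nor do dim spots (-0.47 over spots above the lower quartile). Neighbouring genes at most 50 bp apart correlated at 0.26 in the mean of the cultures' log2(B/A) over 1136 pairs and at 0.0767 in the difference between the cultures, and adjacent genes over 200 bp apart at 0.14 and 0.07. After print-tip loess these were 0.10 and 0.06 for neighbouring genes and -0.03 and 0.01 for the others. The prediction for a change in sorted cells was a higher correlation of neighbouring genes in the mean than in the difference. The excess was 0.18 (95% bootstrap interval 0.11 to 0.25), and 0.04 (-0.04 to 0.11) after print-tip loess, so it was seen under LOWESS and not settled after print-tip loess. The excess of neighbouring over distant pairs in the mean was 0.11 (0.01 to 0.21), and 0.13 (0.03 to 0.23) after print-tip loess, so the gradient that print-tip loess removes does not account for it. In the difference it was 0.01 (-0.10 to 0.11), and 0.05 (-0.05 to 0.14) after print-tip loess. Dye effects and a change in sorted cells cannot be told apart by this, because the predicted excess depended on the normalization, a dye effect need not leave any signal in the difference between the cultures, and whether probes of neighbouring genes share sequence composition or brightness was not tested.

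Probes whose names were matched to no K-12 gene, K-12 probes with unmatched names among them, correlated between the cultures at 0.479 as channel B over channel A, and K-12 probes at 0.476. This may come from dye or hybridization effects shared by all probes, and K-12 probes with unmatched names are too few to give it alone: if 511 of the 1710 probes were such probes and the others did not correlate, r would be about 0.14 (95% of draws 0.09 to 0.19), against an observed 95% bootstrap interval of 0.43 to 0.53. K-12 transcripts that bind the other probes through homology would give it as well, which stays open since the files give no sequences. The paper's qPCR direction was that of channel B over channel A in culture 2 for 7 of the 8 Table 1 genes. For tldD and ansP among these 7, the paper's range of qPCR values includes no change. Wrongly recorded dyes in culture 2 could give these matches. The genes were chosen by the study for the same direction in both cultures, so the matches do not settle the question. A record of the dye in each channel would.

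Spots of a gene had a median SD of 0.89 in study II and 0.30 in study I. After print-tip loess these were 0.284 and 0.18, which is consistent with a gradient across the slides of culture 2 as a candidate explanation of the wider spread. No biological explanation was tested.

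By the recorded dyes, 0 genes higher and 4 genes lower in sorted cells met the rule for named genes, with mean log2 ratios of -1.73 for yihO, -1.11 for ydaJ, -1.10 for ydjB and -1.07 for ldcA. None had a limma adjusted p under 0.05. As channel B over channel A, 31 genes higher and 19 lower met the rule.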
